# Discrepancy in the Usage of GFAP as a Marker of Satellite Glial Cell Reactivity

**DOI:** 10.3390/biomedicines9081022

**Published:** 2021-08-16

**Authors:** Kjeld Morten Mohr, Lone Tjener Pallesen, Mette Richner, Christian Bjerggaard Vaegter

**Keywords:** satellite glial cells, GFAP, dorsal root ganglion, nerve injury, inflammation

## Abstract

Satellite glial cells (SGCs) surrounding the neuronal somas in peripheral sensory ganglia are sensitive to neuronal stressors, which induce their reactive state. It is believed that such induced gliosis affects the signaling properties of the primary sensory neurons and is an important component of the neuropathic phenotype leading to pain and other sensory disturbances. Efforts to understand and manipulate such gliosis relies on reliable markers to confirm induced SGC reactivity and ultimately the efficacy of targeted intervention. Glial fibrillary acidic protein (GFAP) is currently the only widely used marker for such analyses. However, we have previously described the lack of SGC upregulation of GFAP in a mouse model of sciatic nerve injury, suggesting that GFAP may not be a universally suitable marker of SGC gliosis across species and experimental models. To further explore this, we here investigate the regulation of GFAP in two different experimental models in both rats and mice. We found that whereas GFAP was upregulated in both rodent species in the applied inflammation model, only the rat demonstrated increased GFAP in SGCs following sciatic nerve injury; we did not observe any such GFAP upregulation in the mouse model at either protein or mRNA levels. Our results demonstrate an important discrepancy between species and experimental models that prevents the usage of GFAP as a universal marker for SGC reactivity.

## 1. Introduction

Satellite glial cells (SGCs) are supportive cells intimately enveloping the somata of peripheral sensory and autonomic neurons and structurally organized with several SGCs surrounding a single neuronal soma, forming a functional SGC–neuron unit [1]. SGCs are thus ideally positioned to partake in neuronal homeostasis and signaling. The close monitoring of neuronal homeostasis by SGCs is revealed by their adaptive changes following neuronal injury or stress. Accordingly, a wide range of neuronal stressors linked to the development of acute or chronic pain conditions are accompanied by molecular and cellular changes of SGCs in the affected SGC–neuron units [2]. Such SGC responses have been confirmed in rodent models of systemic and local inflammation [3,4,5], diabetes [6,7,8,9], chemotherapy [10,11], and viral infection [12] as well as after variations of traumatic injury to peripheral nerves ([13,14,15] and are reviewed in [1,2]). Interestingly, pharmacological studies in vitro and in vivo have demonstrated how SGCs constitute a potential new target for the treatment of peripheral neuropathic pain [2,16]. The success of this approach is challenged by the rather limited knowledge of several fundamental aspects of SGC function and details of their response to neuronal stress. A significant barrier is the structure and position of the SGCs forming a relatively thin envelope around the neuronal soma, making the study of SGCs very challenging in tissues with standard microscopy techniques. Studying the SGC reactive response in vitro poses an even greater challenge due to their tendency to rapidly dedifferentiate when cultured [17,18]. Therefore, it is paramount that suitable molecular markers are available to identify SGCs in their reactive state in sectioned tissue obtained from rodent models. Glial fibrillary acidic protein (GFAP) is one such widely used marker in the literature [6,13,19,20,21]. However, we have previously described how we were unable to confirm GFAP upregulation in a mouse model of sciatic nerve ligation [14], suggesting that GFAP upregulation in SGCs is not necessarily observed following nerve injury and thus questions the current usage of GFAP as a universal marker of SGC reactivity. In this work we investigated this hypothesis further and evaluated the GFAP response in two distinct models, the sciatic nerve ligation model representing chronic and defined nerve injury [14,22] and the lipopolysaccharide (LPS)-induced transient systemic inflammation model [3,4], in both mice and rats.

## 2. Materials and Methods

### 2.1. Animals

Eight- to twelve-week-old female C57BL/6J mice and female Sprague Dawley rats, both from Janvier Labs, were used in the study. Animals were housed under standard conditions with a 12 h light/dark cycle and free access to water and standard chow. All animal experiments were performed in full compliance with Danish regulations and all experiments were approved by the Danish Animal Experiments Inspectorate under the Ministry of Environment and Food (permission numbers 2017-15-0201-01192 and 2016-15-0201-01085).

### 2.2. Surgery and Systemic Inflammation Models

Full sciatic nerve ligation was performed under deep isoflurane anesthesia (IsoFlo vet, Zoetis, Kalamazoo, MI, USA). The left sciatic nerve was exposed after skin incision and blunt dissection of the overlying muscles. A tight ligation around the sciatic nerve was made using nonabsorbable 6.0 vicryl suture and the skin was closed with surgical tissue adhesive (Henkel Indermil Tissue adhesive, Farla Medical Ltd., London, UK). For local analgesia, lidocaine (Teva, Haarlem, The Nederlands, 583363) was applied on the wound. Buprenorphine (Temgesic, Schering-Plough, 519752) and ampicillin (Pentrexyl, Applichem, Darmstadt, Germany, A0839,0100) were mixed and diluted in isotonic saline and injected subcutaneously following surgery (rats: Temgesic 0.05 mg/kg and Pentrexyl 50 mg/kg; mice: Temgesic 0.10 mg/kg and Pentrexyl 100 mg/kg). Lumbar dorsal root ganglia (DRGs) were dissected from naïve animals and from the ipsilateral side on days 3 and 14 after surgery, three animals per condition [23].

LPS (Sigma-Aldrich, St. Louis, MO, USA, L2880) was administered by a single intraperitoneal injection. Doses were 2 mg/kg for rats and 2.5 mg/kg for mice dissolved in isotonic saline (injection volumes of 0.50 and 0.25 mL, respectively). Lumbar DRGs were dissected 3 days after the injection, two animals per condition.

Surgery and LPS injections were performed in four independent experiments (*n* = 4) with two animals per condition for each experiment.

### 2.3. Immunohistochemistry

Animals were deeply anesthetized with isoflurane and transcardially perfused with PBS (15 mL/mouse, 50 mL/rat). The DRGs of L3 + L4 in mice and L4 + L5 in rats were identified and dissected by counting from costae [23]. These DRGs were chosen, as they contribute mainly to the sciatic nerve [24]. DRGs were post-fixed in 4% PFA (Sigma-Aldrich, 252549 diluted in PBS) for 2 h at room temperature followed by cryoprotection in 30% (*w/v*) sucrose in PBS overnight at 4 °C. The tissue was embedded in Tissue-Tek (Sakura, 4583) and snap-frozen on dry ice. The DRGs were cut into 10 μm sections using a Leica CM1900 cryostat and stored at −80 °C. The sections were thawed, washed in PBST (PBS with 0.15% (*v/v*) Triton X-100) and blocked with 4% (*v/v*) donkey serum (S30-M, Sigma-Aldrich) in PBST for 1 h at room temperature. The slides were washed in PBST and incubated overnight at 4 °C with primary antibodies diluted in PBST (Table 1). The next day, the slides were washed with PBST followed by incubation for 4 h at room temperature with secondary antibodies diluted in PBST (Table 1). Finally, the sections were washed in PBST with Hoechst nuclear marker (Sigma-Aldrich, 33258) diluted 1:30,000 and mounted with fluorescence mounting medium (Dako, Glostrup, Denmark, S3023). The stained tissues were analyzed using a Zeiss LSM780 confocal microscope, and all images were obtained using identical microscope settings. Images were further processed with the Zen software (Black Edition, and Blue 3.0, Zeiss) to adjust the GFAP intensity threshold using a vague neuronal staining as the background reference signal, as this was assumed to be constant due to lack of neuronal GFAP expression. Alternatively, equal settings across samples, thus disregarding minor sample-to-sample variation, gave similar results. Negative controls were prepared by omitting the primary antibodies (data not shown).

## 3. Results

Mice and rats received an intraperitoneal injection of LPS for induction of systemic inflammatory pain, previously described to induce activation of SGCs in mouse sensory ganglia with upregulation of GFAP immunoreactivity, increased sensitivity to ATP, as well as increased SGC-GC coupling via gap junctions [3,4]. To evaluate the effect of the LPS model on GFAP expression in mice and rats, the polyclonal anti-GFAP antibody from Dako was used, which is widely used in other studies to visualize GFAP expression and regulation by immunohistochemistry across species and experimental models [3,4,6,10,14,25,26,27,28,29,30,31,32,33,34,35,36,37,38,39,40,41,42,43,44,45,46,47,48]. The analysis of lumbar DRG sections demonstrated minimal GFAP immunoreactivity in the naïve animals, particularly in the rat (Figure 1) whereas we observed some sporadic signal in mouse lumbar DRGs which seemed to be mainly unspecific neuronal binding (Figure 2). We observed a clear increase in GFAP immunoreactivity in both rat (Figure 1) and mouse (Figure 2) SGCs 3 days after LPS administration, as confirmed by overlay with the SGC marker Fabp7 [15]. GFAP thus appears to be a qualified marker for SGC reactivity following inflammation, as demonstrated by others in both mice [3,4,36] and rats [5,35,49].

Next, we tested how traumatic injury to the sciatic nerve affected GFAP expression in the contributing lumbar DRGs [24]. In rats, a clear increase in GFAP immunoreactivity at 3 and 14 days after injury was observed (Figure 3). This is consistent with abundant existing literature on the use of increased GFAP immunoreactivity as a marker for SGC reactivity following traumatic nerve injury in rats (see discussion for details), qualifying the usage of GFAP in this setting.

In contrast to the results in rats, we did not be observe any increase in GFAP immunoreactivity in SGCs of mouse lumbar DRGs at 3 and 14 days after nerve injury (Figure 4). This is in accordance with results in our previous study under similar conditions [14]. Based on the present LPS studies in mice as well as existing literature, there is very little doubt that the polyclonal anti-GFAP antibody from DAKO is specific and sufficiently sensitive to detect cellular GFAP expression.

Supporting a lack of GFAP upregulation in SGCs is our recent study on the SGC transcriptional response in DRG from mice subjected to sciatic nerve injury. In this study, glutamine-synthetase-positive SGCs from L3-L5 DRGs were FACS isolated for downstream mRNA sequencing by NGS. Despite a comfortable sequencing depth, we did not detect GFAP transcripts above cutoff in SGCs isolated from either naïve mice or 3 and 14 days following injury [14]. We also obtained single cell RNA sequencing data from mouse L3–L4 DRGs in naïve mice as well as 7 and 14 days following partial sciatic nerve ligation (unpublished results), confirming GFAP mRNA expression in only a few percent of SGCs from naïve mice and no significant upregulation of GFAP expression in SGCs 7- and 14-days following nerve ligation (single cell data available at the Gene Expression Omnibus: GSE174430). This is in contrast to previous studies in rat nerve injury models detecting 3–7-fold upregulation of GFAP gene expression in the relevant DRGs [50,51,52].

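The single cell data consisted of 1 library from naïve mice, 1 from mice 7 days after injury and 1 from mice 14 days after injury, so no condition had a replicate and no test between conditions was possible. According to the sample labels, each library held the 8 L3 and L4 DRGs of 2 male mice of 13 weeks. The paper's Methods name younger, female mice for its study and do not describe the mice of the single cell data separately. By the labels, the injury was a spared nerve injury on both sides. The paper's Discussion also calls it a spared nerve injury, whereas its Results name a partial sciatic nerve ligation. Cells were captured in droplets (10x Chromium, 3′ chemistry), and each captured mRNA molecule carried a unique molecular identifier (UMI), so that copies made by PCR were counted once. The authors deposited the number of UMIs per gene and cell, as written by Cell Ranger 3.0.2, without normalization and limited to barcodes already called as cells. The naïve library held 3748 barcodes and 23107376 UMIs, the 7-day library 3281 barcodes and 22343246 UMIs, and the 14-day library 4908 barcodes and 36550911 UMIs. Cells with fewer than 500 detected genes or more than 20% mitochondrial UMIs were left out, as were the 90 cells that Scrublet called as doublets (0.931% of the 9662 cells that passed the filter). This left 3123 naïve cells with a median of 3059 UMIs, 2650 cells at 7 days with a median of 3972 UMIs, and 3799 cells at 14 days with a median of 4174 UMIs. The cells of all libraries were clustered together without the use of Gfap, and clusters were named from a fixed list of marker genes, so the names may differ from those of the authors. SGC-like cells were those of 3 clusters, 1 led by Fabp7, 1 led by Egr3 and Ednrb, and 1 led by interferon-response genes such as Ifi27l2a and Isg15. They numbered 748 in the naïve library, 452 at 7 days and 595 at 14 days.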

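Gfap mRNA was detected in 19 of 748 naïve SGC-like cells, a share of 2.54% (95% exact Clopper-Pearson interval 1.54% to 3.94%). The share was 3.54% at 7 days (16 of 452 cells, 2.04% to 5.68%) and 7.06% at 14 days (42 of 595 cells, 5.13% to 9.42%). These intervals, and those that follow, cover counting error only and not the difference between mice or libraries. SGC-like cells had a median of 5304 UMIs in the naïve library, 7299 at 7 days and 7311 at 14 days, and a deeper cell is more likely to show a rare transcript. With each cell thinned to 2300 UMIs, which left out 73 naïve cells, 9 cells at 7 days and 16 cells at 14 days, the shares were 1.02%, 1.72% and 2.77% in the same order. The 14-day share moved most when at least 2 Gfap UMIs were required, which gave 0.267%, 1.33% and 1.51%. Relative to all UMIs of the SGC-like cells, Gfap reached 4.53 CPM in the naïve library (23 UMIs, 95% exact Poisson interval 2.87 to 6.79), 7.71 CPM at 7 days (31 UMIs, 5.24 to 10.9) and 11.7 CPM at 14 days (60 UMIs, 8.93 to 15.1). The log2 ratio over the naïve library was 0.77 at 7 days, with an exact conditional interval of -0.06 to 1.61 that includes 0, and 1.37 at 14 days, with an interval of 0.65 to 2.13. Most SGC-like cells with Gfap mRNA held a single UMI, namely 17 of the 19 naïve cells, 10 of the 16 cells at 7 days and 33 of the 42 cells at 14 days. In an alternative chosen after seeing the data, at most 1 Gfap UMI per cell was counted, still relative to all UMIs of the SGC-like cells. The log2 ratio was then 0.09 at 7 days, which was the largest move there, and 1.13 at 14 days. The largest move at 14 days was to 2.11, at a clustering resolution of 2, where only 2 of the 231 cells of the cluster led by interferon-response genes were named SGC-like. Vascular and immune-like cells, which should lack Gfap, were taken as the level that free RNA in the droplets can reach. They had a Gfap UMI in 1 of 543 naïve cells (0.184%, 0.00466% to 1.02%, median 3130 UMIs). At 7 days it was 0 of 588 cells, which allows a share of up to 0.510% (median 4165 UMIs). At 14 days it was 1 of 884 cells (0.113%, 0.00286% to 0.629%, median 3997 UMIs). Fibroblast-like cells, which were not in this group, had 0 Gfap UMIs in the naïve and 7-day libraries. At 14 days, 2 of 155 fibroblast-like cells held 5 Gfap UMIs, 4 of them in 1 cell (6.72 CPM, 2.18 to 15.7). From these single cell data the paper states that few SGCs of naïve mice express GFAP mRNA and that its expression in SGCs is not significantly upregulated after the ligation, which it sets beside its sequencing of sorted SGCs.

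**Figure D1:**
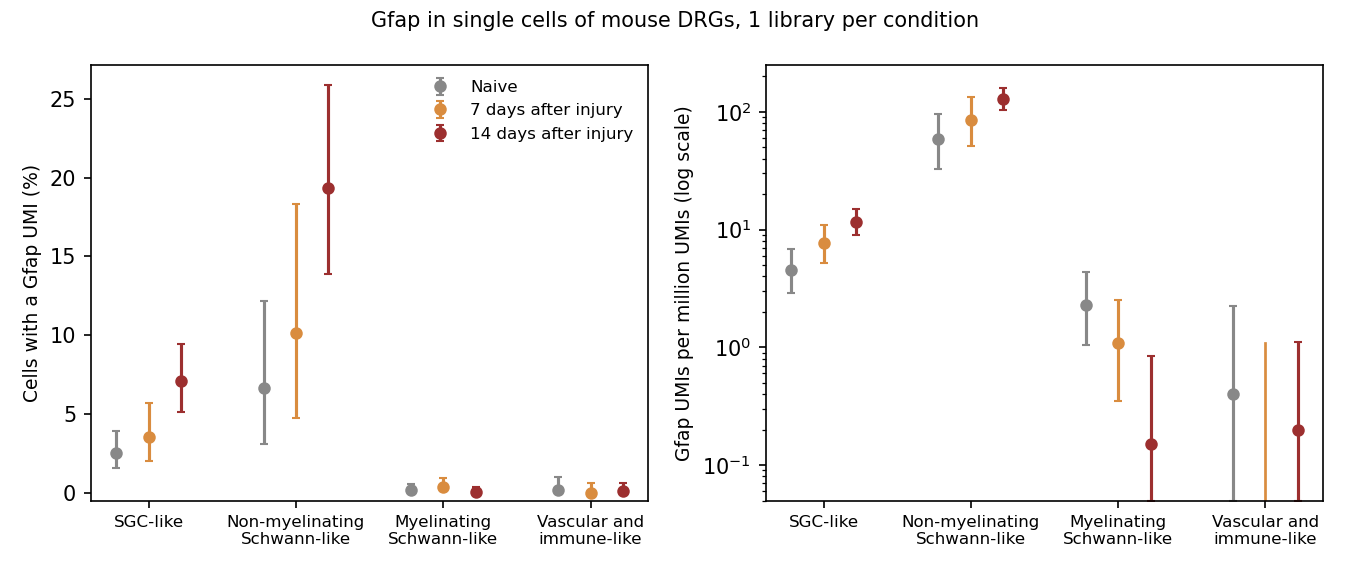
Percent of cells with a Gfap UMI (left) and Gfap CPM on a log scale (right) by cell class and library, with points for the values of 1 library per condition, bars for 95% counting intervals, which the lower end of the log axis truncates, and a bar without a point for a count of 0. SGC-like cells lie at 2.54%, 3.54% and 7.06% in the naïve, 7-day and 14-day libraries.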

The data presented here support the notion that mouse SGCs do not express significant levels of GFAP under naïve conditions and that nerve injury (in contrast to inflammation) does not reliably result in an increased GFAP expression level in these cells.

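The naïve SGC-like clusters differed in their Gfap content. In the cluster led by Fabp7, 0 of 260 naïve cells had a Gfap UMI, which allows a share of up to 1.15%, at a median of 7363.5 UMIs per cell. The share was 1.55% at 7 days (3 of 193 cells, 95% interval 0.322% to 4.48%) and 8.63% at 14 days (22 of 255 cells, 5.49% to 12.8%). In the cluster led by Egr3 and Ednrb, the share was 2.46% in the naïve library (8 of 325 cells, 1.07% to 4.79%), 4.07% at 7 days (9 of 221 cells, 1.88% to 7.59%) and 5.48% at 14 days (17 of 310 cells, 3.23% to 8.64%). Naïve cells of the cluster led by interferon-response genes had a share of 6.75% (11 of 163 cells, 3.42% to 11.8%) at a median of 4254 UMIs, and few cells were left in this cluster after injury, with a Gfap UMI in 4 of 38 at 7 days and in 3 of 30 at 14 days. A further cluster, led by Entpd2 and Cdh19, had SGC markers but shared leading genes with non-myelinating Schwann-like cells, and was kept out of the SGC-like class by a rule set after the clusters were seen. At clustering resolutions of 0.5 and 2 all of its 175 cells were named SGC-like. It held a Gfap UMI in 1 of 29 naïve cells (3.45%) and 1 of 32 cells at 7 days (3.12%). At 14 days it was 11 of 114 cells (9.65%, 4.92% to 16.6%). Another unnamed cluster, led by Pou3f1 and Sox4, shared Egr3, Ednrb and Col27a1 with the leading genes of the cluster led by Egr3 and Ednrb. It formed again, unnamed, at a resolution of 2 but not at 0.5. At 0.5, 875 naïve cells were named SGC-like against 748 in the main setting, more than the cluster led by Entpd2 and Cdh19 can account for. Its place outside the SGC-like class thus depends on the setting, although its cells were not traced. This unnamed cluster held a Gfap UMI in 0 of 99 naïve cells and 1 of 55 cells at 7 days (1.82%, 0.0460% to 9.72%). At 14 days it was 3 of 77 cells (3.90%, 0.811% to 11.0%). Non-myelinating Schwann-like cells had the highest measured Gfap CPM of the named classes in each library. Gfap UMIs were found in 6.62% of them in the naïve library (9 of 136 cells, 3.07% to 12.2%), at 58.6 CPM and a median of 1764.5 UMIs per cell. The share was 10.1% at 7 days (9 of 89 cells, 4.73% to 18.3%, median 2253 UMIs) and 19.3% at 14 days (35 of 181 cells, 13.9% to 25.9%, median 2706 UMIs). Myelinating Schwann-like cells had a share of 0.149% in the naïve library (2 of 1346 cells, 0.0180% to 0.536%), 0.356% at 7 days (4 of 1123 cells) and 0.0618% at 14 days (1 of 1619 cells). No Gfap UMI was found in the 128 naïve neuron-like cells, which allows up to 0.353 CPM, and Gfap was at 0.310 CPM at 7 days (2 of 116 cells) and 0.474 CPM at 14 days (6 of 147 cells) in this class.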

## 4. Discussion

Here we demonstrate, by comparative analysis of two different experimental models in two different rodent species, that SGC reactivity and increased GFAP expression are not causally linked. While both the experimental model in the rat and the inflammation model in the mouse resulted in increased GFAP immunoreactivity of SGCs in the DRGs, the mouse sciatic nerve injury model did not induce increased GFAP immunoreactivity or GFAP gene expression in the corresponding SGCs of DRGs.

GFAP has become a commonly used marker protein to characterize a reactive state of SGCs across species and experimental paradigms. We are unaware of the origin of this approach, however, speculate that it arises from the common functional comparison between CNS astrocytes and PNS SGCs. Despite their rather different developmental origin as well as structural features, both cell types are considered important supportive cells, supporting neuronal homeostasis and activity [21]. An overwhelming amount of evidence exists for the upregulation of GFAP in astrocytes in numerous CNS disease models, and the use of biofluid GFAP levels as a potential biomarker for such diseases has been suggested [53,54,55]. Indeed, GFAP is an intriguing protein. It is an intermediate filament expressed in most glial cells, involved in their cytoskeletal structure as well as their support of neighboring neurons. 

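In the mouse, Gfap (ENSMUSG00000020932) is a protein-coding gene on the reverse strand of chromosome 11 in the GENCODE vM21 annotation. The genome build and annotation behind the deposited counts are not named in the files, whose gene identifiers were found in GENCODE vM21 for 31011 of 31053 genes. The locus spans 13577 bases in that annotation, between the protein-coding genes Fam187a and Kif18b. It is overlapped by 1 gene, Gm26668, which lies on the opposite strand, and whether the authors' counting used the strand is not stated. The annotation lists 3 transcripts with distinct 3′ ends. Gfap-201 is protein-coding with 9 exons and 2648 bases, Gfap-202 is protein-coding with 8 exons and 2600 bases, and Gfap-203 is a processed transcript with 4 exons and 356 bases. The libraries of single DRG cells of naïve and injured mice hold 1 count per cell for the gene, so isoforms were not told apart.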

GFAP is encoded by a single gene but at least ten isoforms with distinct expression patterns have so far been identified. As GFAP (together with vimentin) appears to be a key component in the assembly of intermediate filaments inside astrocytic processes, GFAP seems to play a central role in normal astrocytic function, and the observed GFAP upregulation is believed to be a functionally important part of astrogliosis [53]. Thus, it is very intriguing that several studies on independent GFAP knockout mouse lines have described how these mice seem to be normal in terms of development, growth, fertility, and lifespan. There also seemed to be no significant changes in terms of brain architecture including numbers of neurons and astrocytes, no apparent impact on the function of the blood–brain barrier (as judged by electron microscopy analyses), and no compensatory increase in any other intermediate filaments was observed upon GFAP gene ablation [56]. Even the astrocytic response to CNS injury was largely unaffected in the absence of GFAP [57].

The role of GFAP in the PNS is even less clear compared to the CNS. Studies have described how GFAP is expressed relatively late in Schwann cell development and is downregulated in myelinating Schwann cells while remaining in non-myelinating (Remak) and repair Schwann cells [58,59]. As for the CNS, studies on GFAP knockout mice found that the PNS developed normally and displayed similar (although slightly delayed) nerve regeneration properties compared to wild-type controls [60,61].

Despite this apparent gap in the understanding of the precise mechanistic role of GFAP in the glial reactive response, it appears to serve well as a molecular marker of such glial activation. This property has been utilized to demonstrate SGC activation in rats in various traumatic nerve injury models [13,19,25,26,27,28,29,30,45,47,48,62,63,64,65,66,67,68,69,70,71,72,73,74,75,76,77,78,79,80,81] as well as models of type 1 diabetes [82], ischemia [83], facial cancer [84], chemotherapy administration [33,34], and peripheral inflammation [5,35,49]. Though far from exhaustive, this list of studies demonstrates a strong correlation between increased GFAP immunoreactivity across rat experimental models and induction of SGC reactivity.

For mice, the picture is slightly different. Unfortunately, a vast majority of published papers appear not to distinguish between findings in rats and mice nor experimental models when referring to increased GFAP immunoreactivity as a marker of SGC reactivity. This leads to the conclusion that the generalized link between GFAP and gliosis that we demonstrate here might not always be the case. The literature on mouse models shows increased GFAP expression in models of type 1 diabetes [6,39], chemotherapy [10], and inflammation [3,4,37,38]. However, in stark contrast to rat models we were able to locate very few papers utilizing mouse models of nerve injury with simultaneous analysis of GFAP regulation in the DRGs. Studies by Ohtiro et al. [85] and Lim et al. [86] both show GFAP upregulation in an SGC-like pattern following sciatic/spinal nerve injury. In contrast to the abovementioned mouse models on diabetes, chemotherapy, and inflammation performed in BALB/c or C57BL/6 strains, these two studies apparently used other mouse strains but the provided information is vague. A further study by Zhang et al. identified injury-induced GFAP immunoreactivity in a SCG-like pattern following spared nerve injury. Further staining identified a population of these cells as BrdU+, arguing that they constitute proliferating SGCs [36]. We have previously demonstrated that SGCs do not appear to proliferate following nerve injury. Rather, nerve injury triggers the approximation of (proliferating) macrophages to an SGC-like position surrounding the neuronal somas [14]. The omission of appropriate SGC markers (e.g., glutamine synthetase (GS) or Fabp7) to positively identify perineuronal cells as SGCs may unfortunately give rise to the interpretation of proliferating (BrdU+) cells as SGCs in response to nerve injury (see [14] for details).

Support of absent GFAP regulation in mouse traumatic nerve injury models is evident from other studies. A recent study finds no regulation of GFAP immunoreactivity in SGCs of DRGs following sciatic nerve crush [87], in accordance with observations from our lab in a mouse sciatic ligation model [14]. 

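The single cell libraries were also examined with SGCs defined by the transcripts of marker proteins in place of clusters. Among all cells with a Fabp7 UMI, whatever their cluster, Gfap mRNA was detected in 1.84% in the naïve library, 2.58% at 7 days after injury and 4.96% at 14 days. Among cells with both a Fabp7 UMI and a Glul UMI, Glul being the gene of glutamine synthetase, the shares were 2.01%, 2.33% and 4.75% in the same order. These definitions take in other cells, since a Fabp7 UMI was present in 23.2% of the naïve vascular and immune-like cells (95% interval 19.7% to 27.0%). In SGC-like cells, Fabp7 was detected in 96.7% of naïve cells (723 of 748, 95.1% to 97.8%), at 8459 CPM against 8488 CPM at 7 days and 7414 CPM at 14 days. Glul was at 688.2 CPM in naïve SGC-like cells (665.5 to 711.4), 587.1 CPM at 7 days (563.7 to 611.3) and 501.5 CPM at 14 days (482.3 to 521.2). This was below its level in vascular and immune-like cells, which was 1817 CPM in the naïve library. There, 4387 of the 4522 Glul UMIs of that group came from endothelial-like cells, at 2494 CPM. Among naïve SGC-like cells, Glul was at 1175 CPM in the Fabp7-led cluster and 168.4 CPM in the cluster led by Egr3 and Ednrb. Neuron-like cells were examined for genes that rise in injured sensory neurons. Sprr1a was detected in 2.34% of naïve neuron-like cells (3 of 128, 0.486% to 6.70%), in 48.3% at 7 days (56 of 116, 38.9% to 57.7%) and in 28.6% at 14 days (42 of 147, 21.4% to 36.6%). Atf3 was detected in 20.3%, 37.1% and 44.2% of neuron-like cells in the same order, at 12.1, 163.1 and 106.5 CPM. In vascular and immune-like cells Atf3 was at 8.44, 6.24 and 11.9 CPM, and the intervals of both groups of cells overlapped in the naïve library (9.88 to 14.7 CPM in neuron-like cells and 5.22 to 12.9 CPM in the others). Gal was at 43.5, 500.8 and 224.4 CPM and Npy at 7.64, 19.8 and 17.7 CPM, with all of its UMIs in the naïve library from 1 cell. Gal in vascular and immune-like cells was at 2.67 CPM at 7 days and 2.57 CPM at 14 days, with 0 UMIs in the naïve library, which allows up to 1.21 CPM. The median depth of neuron-like cells was 63909 UMIs in the naïve library, 9329 at 7 days and 78419 at 14 days, so the shares are not at 1 depth. In vascular and immune-like cells, Sprr1a was found in 1.87% at 7 days (11 of 588, 0.937% to 3.32%).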

In the latter study we were further unable to detect any expression of GFAP mRNA in naïve or injured mice (https://rna-seq-browser.herokuapp.com, accessed on 13 August 2021), and in the present manuscript we further substantiate this finding by single-cell analysis of DRGs in the spared nerve injury model. Further, recent transcriptional analyses of the mouse DRG injury response at a single-cell level support our data: a study on the SGC transcriptional response to sciatic nerve crush did not support significant upregulation of GFAP expression using single-cell analysis (https://mouse-drg-injury.cells.ucsc.edu, accessed on 13 August 2021) [15], and similar results can be extracted from single nuclei transcriptional analyses of DRGs obtained from five different models of PNS injury or induced pain (https://painseq.shinyapps.io/publish, accessed on 13 August 2021) [88]. While we might have missed other mouse studies, the data presented here does indeed demonstrate that the universal usage of GFAP upregulation as a molecular marker of SGC reactivity across species and experimental models needs to be reconsidered.

The vast majority of studies described here find little or no GFAP expression in rat or mouse SGCs under naïve conditions. The same appears to be the case for the guinea pig [43], whereas basal expression levels were detected in the dog and monkey [40,89,90]. The purpose of animal models is often to deduce mechanistic insight of relevance to human diseases, but due to the general unavailability of human DRGs we still know relatively little about this tissue [91]. For ethical reasons human nervous tissue can mainly be derived from deceased individuals, or alternatively from surgery. Such studies do demonstrate that SGCs from human DRGs express some level of GFAP [92,93] although information of basal versus induced levels can hardly be derived. Any further comparison of similarities and discrepancies between rodent and human DRGs in general and SGCs in particular therefore remains to be studied.

While such species/model discrepancies can be important for studies pursuing information on SGC reactivity and attempts to therapeutically reduce such an induced phenotype, they may also impact on our understanding of other aspects of SGC biology by the utilization of genetic models. Xiang and colleagues investigated rat SGC transduction by AAV by driving gene expression under the GFAP promotor for glial selectivity. Reporter expression in an SGC-like pattern did indeed confirm successful transduction and is suggestive of some level of baseline GFAP promotor activity in rats, or perhaps reflects a virus-induced reactive state [94]. Based on the transcriptional data discussed here, such a GFAP-based strategy may be directly applicable to some mouse models with confirmed GFAP expression but not to others. For example, a few researchers have studied the NF-κB pathway in SGCs by overexpression of a dominant negative form of the inhibitor of kappa B (IκBα) under the GFAP promotor [95,96]. Fortunately, these studies exploited the chronic constriction model with significant elements of inflammation [97] which as discussed above may induce GFAP expression in mouse SGCs. The choice of e.g., the sciatic ligation model with no underlying induced GFAP expression could likely have interfered with correct interpretations of the NF-κB pathway in SGCs.

A general drawback in numerous studies is the lack of appropriate SGC markers, with the identification of SGCs as cells in very close proximity to the neuronal soma. While SGCs are indeed found at this position [98], the reverse may not always be true, i.e., not all cells in close proximity to the neuronal soma are SGCs. This is evident when observing the migration of macrophages following nerve injury, moving to a position very similar to that of SGCs where they apparently intermingle and make it impossible to differentiate between these two cell types by light microscopy without the use of molecular markers [14]. We strongly urge the use of validated SGC markers such as GS [99] or Fabp7 [15] for future studies. Another common source of confusion is the lack of appropriate identifiers for the antibodies used. The various GFAP studies discussed here have used anti-GFAP antibodies from >11 sources. Sensitivity and specificity [100] are of paramount importance in these studies, but too often the catalogue numbers are omitted which prevents other scientists evaluating the study design by gaining access to prior studies using these antibodies (e.g., provided via www.citeab.com, accessed on 13 August 2021). Some companies provide several different anti-GFAP antibodies, and some antibodies provided across companies/brands may even be identical but distributed under different names. Considering that the main conclusions of the majority of the discussed papers are derived directly from staining patterns, it is crucial that such reagent details are transparent by providing the unique Research Resource Identifier (RRID) provided at www.rrids.org, accessed on 13 August 2021.

In this study we investigated whether an increase in GFAP immunoreactivity is a suitable marker for the detection of SGC reactivity across two different experimental models in both rat and mouse. We found that whereas rat SGCs seemed to indeed increase GFAP expression upon neuronal stress, the same is not true in the mouse where we did not observe any increased GFAP expression following sciatic nerve injury. A closer examination of published studies appears to support this conclusion, suggesting that GFAP may indeed be a suitable SGC reactivity marker for most published experimental models but that caution should be taken when examining, for instance, the mouse injury models. This study is limited to the Sprague Dawley rat strain and the C57BL/6 mouse strain, two commonly used rodent models in experimental research. Further, we have only investigated SGCs in lumbar DRGs. The regulation of GFAP in other rodent strains as well as non-rodent species, not to mention SGCs in sympathetic and trigeminal ganglia, remains to be investigated.

## Figures and Tables

**Figure 1:**
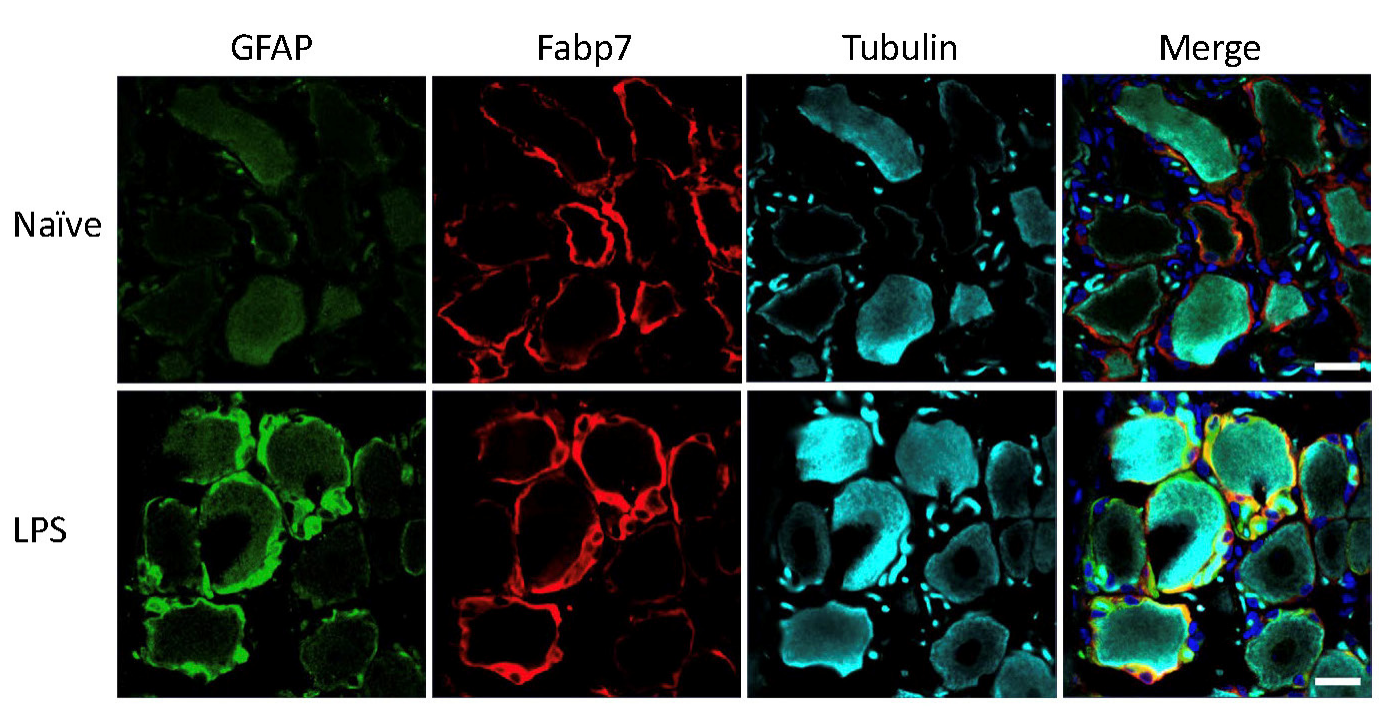
Rat lumbar DRG following LPS treatment. GFAP (green), SGC marker Fabp7 (red), neuronal b-tubulin (magenta), and Hoechst nuclear marker (dark blue, merge only). Scale bar = 20 μm.

**Figure 2:**
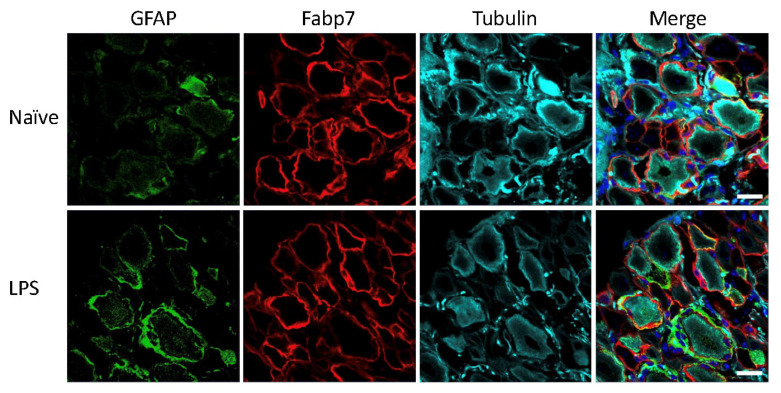
Mouse lumbar DRG following LPS treatment. GFAP (green), SGC marker Fabp7 (red), neuronal b-tubulin (magenta), and Hoechst nuclear marker (dark blue, merge only). Scale bar = 20 μm.

**Figure 3:**
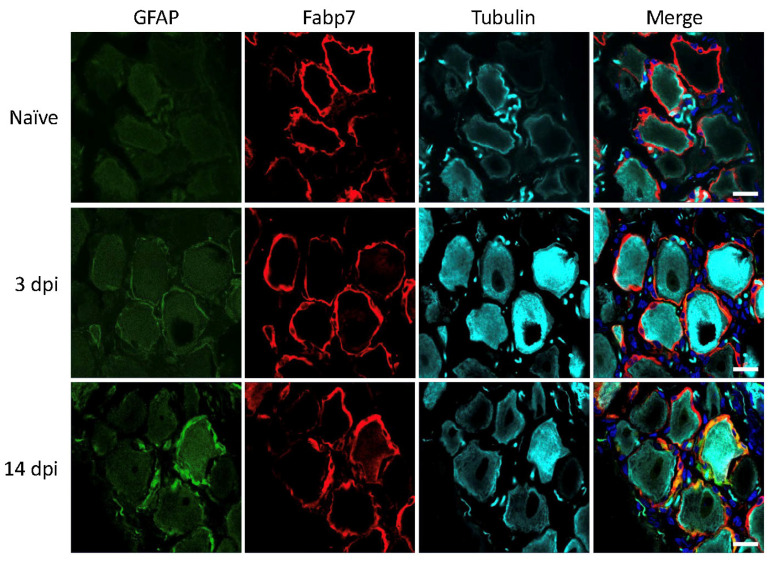
Rat lumbar DRG 3- and 14-days post injury (dpi). GFAP (green), SGC marker Fabp7 (red), neuronal b-tubulin (magenta), and Hoechst nuclear marker (dark blue, merge only). Scale bar = 20 μm.

**Figure 4:**
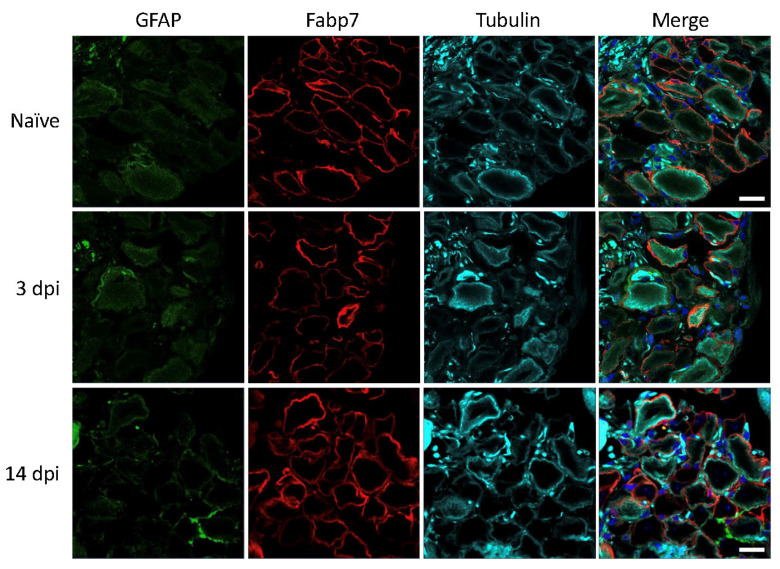
Mouse lumbar DRG 3- and 14-days post injury (dpi). GFAP (green), SGC marker Fabp7 (red), neuronal β-tubulin (magenta), and Hoechst nuclear marker (dark blue, merge only). Scale bar = 20 μm.

**Table 1:** Antibodies.

Antibodies	Supplier, Cat.	RRID	Dilution
Rabbit anti-GFAP	Dako/Agilent, Z0334	AB_10013382	1:500
Goat anti-Fabp7	R&D Systems, AF3166	AB_2100475	1:350
Mouse anti-neuronal Class III β-tubulin	BioLegend, MMS-435P	AB_2313773	1:1000
Donkey anti-rabbit IgG, Alexa Fluor 488	Invitrogen, A21206	AB_2535792	1:300
Donkey anti-goat IgG, Alexa Fluor 568	Invitrogen, A11057	AB_142581	1:300
Donkey anti-mouse IgG, Alexa Fluor 647	Invitrogen, A31571	AB_162542	1:300

## Data Availability

The data generated for this study are available on request to the corresponding author.

How the deposited data were processed for this re-analysis (not part of the article)

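Single cells of L3 and L4 DRGs were measured in 1 library of naïve mice, 1 library 7 days after nerve injury and 1 library 14 days after nerve injury. The labels describe each library as a pool of 2 mice, so the mice within a library cannot be separated. The authors deposited UMI counts per gene and cell in a sparse matrix whose header names Cell Ranger 3.0.2. The values are whole counts without normalization, and only barcodes called as cells are listed. The genome build, the annotation, and whether reads were downsampled to bring the libraries to one depth are not stated, although the barcode endings have the form that aggregated Cell Ranger runs give. The paper's text describes no methods for the single cell data.

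From these counts, cells with at least 500 detected genes and at most 20% mitochondrial UMIs were kept. Scrublet, as implemented in scanpy 1.11.5, was run on each library with an expected doublet rate of 5%, and the cells it called were left out. Counts were scaled to 10000 per cell and log-transformed, and 2000 variable genes without Gfap were reduced to 30 principal components. Cells were linked to their 15 nearest neighbours, with links weighted by shared neighbours, and clustered with leidenalg 0.10.2 at resolution 1. A cluster was named after the class whose fixed markers were highest, if at least 3 of them were present in at least 20% of its cells at 1.5 times the level of the other cells or more. A value of 2 times was used first and was lowered after the clusters of the unfiltered alternative were seen; the clusters of the main setting have the same names with either value. A cluster stayed unnamed where its 10 leading genes held more markers of another class, where its relative depth was under the library median divided by 3 with none of its markers among them, or where it had none of its own markers among them and shared at least 3 of them with a marker-led cluster of another class. The last of these rules was set after the clusters were seen. The names are rebuilt from markers and may differ from those of the authors.

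With 1 library per condition there is no test between conditions, and no p-value is given. Shares of cells have exact Clopper-Pearson intervals, sums of counts have exact Poisson intervals, and ratios of CPM have the exact conditional binomial interval, all at 95% and for counting error only. Cells with several Gfap UMIs make the true spread of a sum wider than the Poisson interval. A count of 0 is given with the limit that 3 counts set. Shares were also compared after each cell was thinned to 2300 or 3300 UMIs, as the expected share over random draws without replacement. Genes of SGC-like cells were named by a rule of size. It takes the 5 genes highest and the 5 lowest by the smaller of both log2 CPM ratios over the naïve library, with a pseudocount of 1 CPM, at least 2-fold in both injured libraries, and with a UMI in at least 20% of the cells where the gene is higher. The genes named in the paper were reported regardless of that rule.

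The thresholds of this rule (the fold and the share of cells), without the limit to the 5 highest and 5 lowest genes, were tested on simulated data at the real depths of the SGC-like cells. Of 31053 genes, 200 were changed 4-fold in both injured libraries over the naïve library. All 200 of them were recovered, with 0 unchanged genes past the thresholds. The changed genes were drawn only from genes with more UMIs in the pooled SGC-like cells than any of the 4 genes found higher. Recovery was thus not tested at the level of those 4 genes, nor for changes close to 2-fold. The simulation had no spread between libraries, which the real data cannot show either.

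Before the data were examined, alternatives were set for the cell filter (at least 1000 genes and at most 10% mitochondrial UMIs, or none), doublets, the clustering (resolution 0.5 and 2, each library on its own, and integration with Seurat 5.3.0 at resolution 0.8), the definition of SGCs, the depth, and the scaling. Further alternatives and tests were added later and are named as such. A list of 6 Schwann cell markers was among the choices set before the data were examined. A list of 13 interferon-response genes and a list of 13 clock genes were written after Dbp, Nr1d1 and the leading genes of the clusters had been seen. The experiments with rats, with LPS and with immunohistochemistry were not analysed here.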

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

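The tests in this part were chosen after the results were seen, except the test on clock genes, which was written before the levels of those genes were known.

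Gfap in non-myelinating Schwann-like cells, a class on which the paper's single cell statement does not report, was higher at 14 days than in the naïve library. The CPM ratio was 2.20 (95% counting interval 1.26 to 4.11), with 83 UMIs at 14 days and 15 in the naïve library. This ratio is divided by depth, so the greater depth of the cells at 14 days does not produce it. The share of cells with a Gfap UMI, whose ratio was 2.92, does depend on depth, and with cells thinned to 2300 UMIs its ratio was 2.64 (0.629 to 25.0), from 28 naïve cells and 114 cells at 14 days, too few to exclude depth for the share. In the larger of both clusters of the class the ratio was 3.65 (1.96 to 7.40), which argues against a shift between the clusters as the whole cause. Of 1770 genes with like total UMIs in this class, 2.32% had a ratio as high. With 1 library per condition, the injury and any other difference between the pools of mice or the libraries cannot be told apart.

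Serpina3n was among the 4 genes that were at least 2-fold higher in the SGC-like cells of both injured libraries past the thresholds of the rule of size. Its log2 ratio over the naïve library was 1.05 at 7 days and 1.93 at 14 days, against 0.07 and 0.52 in all other cells. In vascular and immune-like cells of the 14-day library it was at 3.95 CPM (20 UMIs, interval 2.41 to 6.10), below the rise of 120.5 CPM in SGC-like cells, which argues against free RNA. Of 1706 genes with like total UMIs, 0% had a ratio as high. Serpina3n was itself chosen by the size of its ratios in these cells, so this rank is no added support. The injury and other differences between the libraries cannot be told apart here either, for the same reason of 1 library per condition.

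Dbp and Nr1d1, both genes of the circadian clock, were also among those 4 genes. The log2 ratio at 14 days was 1.62 for Dbp and 1.19 for Nr1d1, and in all other cells it was 1.24 for Dbp and 1.21 for Nr1d1, so the rise is not limited to SGC-like cells. A candidate explanation is another time of day at dissection. Of 13 other listed clock genes, 12 had a UMI in SGC-like cells, where Npas2 had none. Of these 12, 9 moved as this predicts, as did 9 of the 13 in other cells, among them Per3, with a log2 ratio of 1.01 at 14 days in SGC-like cells, and Arntl, which fell by 1.19 on that scale. Per1, Bhlhe41 and Clock did not move as predicted in either set of cells. This left the explanation open, and neither the labels nor the paper give the time of dissection. An effect of the injury on these genes stays open as well and was not tested.

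The remaining gene, 5930430L01Rik, had a log2 ratio of 1.03 at 7 days and 1.14 at 14 days in SGC-like cells, against 0.27 and 0.83 in all other cells. No explanation was tested for it. Without the cluster led by interferon-response genes, 2 of the 4 genes stayed at least 2-fold higher in both injured libraries.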

How the results depend on the processing

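The alternatives that leave out the cluster led by interferon-response genes, use the Fabp7-led cluster alone, take in the cluster led by Entpd2 and Cdh19, leave out cells with a Scn7a UMI, count each cell once or apply a marker fold of 2 were chosen after seeing the data.

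The log2 ratio of Gfap in SGC-like cells at 14 days over the naïve library was above 0 in the 17 alternatives that gave a value and changed the calculation, between 0.79 and 2.11, and each lay within the counting interval of the main value. Of the 13 with an interval of their own, 12 had one above 0. The exception was the stricter cell filter, with an interval of -1.84 to 3.02 and only 44 SGC-like cells left at 14 days. At 7 days the ratio was above 0 in 16 such alternatives, between 0.09 and 1.18, and 7 of the 12 intervals lay above 0. The lowest value was obtained with at most 1 Gfap UMI counted per cell, relative to all UMIs. The marker fold of 2 left the SGC-like cells as they were and is not counted. No ratio was formed where a library had no Gfap UMI, as at 7 days under the stricter filter and in the naïve library for the Fabp7-led cluster alone.

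The share of SGC-like cells with a Gfap UMI was higher at 14 days than in the naïve library in each of 18 settings, the main one included, and at 7 days in 17 of 18, the exception being the stricter filter. The shares themselves moved beyond the interval of the main value as follows. Thinned to 2300 UMIs they were 1.02%, 1.72% and 2.77% in the naïve, 7-day and 14-day libraries, and thinned to 3300 UMIs 1.28%, 1.90% and 2.93%, since fewer UMIs are read per cell. With at least 2 Gfap UMIs required they were 0.267%, 1.33% and 1.51%. Under the stricter filter the share was 0% at 7 days (0 of 30 cells, which allows up to 10%) and 4.55% at 14 days. At Leiden resolution 2 the naïve share was 1.51%. There, 2 of the 231 cells of the cluster led by interferon-response genes were named SGC-like, and none of its 11 naïve cells with a Gfap UMI, while the 175 cells of the cluster led by Entpd2 and Cdh19 all were. The latter were also named SGC-like at resolution 0.5 (175 cells), with doublets kept (171), without a cell filter (171), with Seurat (156) and with each library on its own (151), and 5 of the 10 left under the stricter filter were. The 14-day share was 4.96% among cells with a Fabp7 UMI and 4.75% among cells with a Fabp7 UMI and a Glul UMI. Without the cluster led by interferon-response genes the naïve share was 1.37%. In the Fabp7-led cluster alone it was 0% in the naïve library and 1.55% at 7 days. Apart from the thinning, the causes were not tested.

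Depth limits these values: the naïve level rests on 23 Gfap UMIs. No paired analysis was possible because each condition has 1 library.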

Differences from the paper's values

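The paper states that GFAP expression in SGCs is not significantly upregulated 7 and 14 days after the ligation. In the deposited counts, the log2 CPM ratio of Gfap in SGC-like cells over the naïve library was 0.77 at 7 days, with a counting interval of -0.06 to 1.61 that includes 0, and 1.37 at 14 days, with a counting interval of 0.65 to 2.13 that does not. Each interval compares 1 injured library with 1 naïve library and leaves out the spread between mice, so it does not test the paper's statement, and the paper's text does not name the test behind it. Under the stricter cell filter, an alternative set before the data were examined, the interval at 14 days also includes 0 (-1.84 to 3.02), while it lay above 0 in the other 12 of the 13 alternatives with an interval of their own. At 7 days the interval lay above 0 in 7 of 12 alternatives. Some of these alternatives were chosen after seeing the values.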

Other observations

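In this part, the comparison of SGC-like cells with vascular and immune-like cells at 1 depth and the comparison of Schwann cell markers were planned; the other tests were chosen after the results were seen.

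Gfap UMIs in SGC-like cells may come from free RNA or from Schwann cells. With cells thinned to 2300 UMIs, the share of SGC-like cells with a Gfap UMI was 1.02% in the naïve library (interval 0.409% to 2.11%), 1.72% at 7 days (0.730% to 3.42%) and 2.77% at 14 days (1.60% to 4.46%), against 0.0938%, 0% and 0.0146% in vascular and immune-like cells. At this depth the intervals of both groups of cells were apart at 14 days and overlapped in the naïve library. At 7 days the 0 of 471 vascular and immune-like cells allow up to 0.637% by the limit of 3 counts, just below the interval of SGC-like cells, and up to 0.780% by the exact interval of the planned comparison, which overlaps it. The CPM intervals, which use all UMIs and were compared later, were apart in each library, which argues against free RNA as the whole source. Fibroblast-like cells were outside this comparison. At 14 days their Gfap interval of 2.18 to 15.7 CPM, from 5 UMIs, overlapped that of SGC-like cells. The 6 Schwann cell markers reached 1775 CPM in SGC-like cells with a Gfap UMI, 1615 CPM in those without and 6136 CPM in non-myelinating Schwann-like cells. The first value is far below the third in this pool of the libraries. In each library the markers were at 1623, 1567 and 1917 CPM with a Gfap UMI and at 1585, 1617 and 1646 CPM without, in the naïve, 7-day and 14-day libraries, so they were higher beyond counting error at 14 days only. This argues against misassigned Schwann cells as the whole source. Fabp7 was at 4755 CPM in SGC-like cells with a Gfap UMI, 8286 CPM in those without and 837.0 CPM in non-myelinating Schwann-like cells, so part of the Gfap UMIs may still come from Schwann cells or from the SGC-like clusters with less Fabp7. Non-myelinating Schwann-like cells bring 74.3, 48.8 and 17.7 Scn7a UMIs per Gfap UMI in the naïve, 7-day and 14-day libraries. By this measure the Scn7a UMIs of SGC-like cells account for 20.0%, 3.04% and 9.77% of their Gfap UMIs in the same order. In the naïve library, 31.6% of the 19 SGC-like cells with a Gfap UMI had a Scn7a UMI (12.6% to 56.6%), against 8.09% of those without, while the shares were 6.25% against 6.19% at 7 days and 7.14% against 7.05% at 14 days. The level of Scn7a with and without a Gfap UMI was 166.7 against 63.2 CPM in the naïve library, 6.81 against 11.6 CPM at 7 days and 84.7 against 14.3 CPM at 14 days, where 1 of the cells with a Gfap UMI held 34 Scn7a UMIs.

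Gfap was higher in SGC-like cells of the 14-day library than of the naïve one. The CPM ratio of 2.58 (1.57 to 4.38) is divided by depth, so the greater depth of the cells at 14 days does not produce it. The share of cells with a Gfap UMI does depend on depth. Its ratio was 2.78 in the cells as they were, 2.71 (1.05 to 7.85) with cells thinned to 2300 UMIs and 2.29 (0.901 to 6.43) with fewer cells thinned to 3300 UMIs. The first of these intervals lies above 1 and the second includes it, so a part of depth in the higher share stays open. The level in vascular and immune-like cells at 14 days was 0.198 CPM, with an upper limit of 1.10, below the rise of 7.17 CPM. This argues against free RNA at the level of those cells. Fibroblast-like cells, outside that group, were at 6.72 CPM at 14 days (2.18 to 15.7), from 5 UMIs with 4 in 1 cell. This interval includes the rise, so that class does not exclude free RNA. In SGC-like cells without a Scn7a UMI the CPM ratio was 3.15 (1.79 to 5.80). Scn7a in non-myelinating Schwann-like cells fell from 4359 CPM in the naïve library to 2290 CPM at 14 days. The filter thus takes out less Schwann cell RNA at 14 days and cannot decide on this cause. At the 14-day ratio of Scn7a to Gfap in that class, Schwann cell RNA accounted for 9.77% of the Gfap UMIs. This argues against it as the whole cause, but only for Schwann cells with Scn7a at the level of that class. At the naïve mix of SGC-like clusters the ratio was 2.80, and within the cluster led by Egr3 and Ednrb it was 2.15 (1.07 to 4.62), while the Fabp7-led cluster went from 0 UMIs to 27 and the cluster led by interferon-response genes had a ratio of 1.45 (0.259 to 5.48) from 3 UMIs at 14 days, which argues against a shift between clusters as the whole cause. Without the 3 cells of the 14-day library with most Gfap UMIs the ratio was 2.00 (1.18 to 3.45). Of 1748 genes with like total UMIs in SGC-like cells, 0.801% had a ratio as high. The rise of Gfap was not limited to SGC-like cells. Its CPM ratio at 14 days was 2.53 (1.84 to 3.54) over all cells kept and 2.20 (1.26 to 4.11) in non-myelinating Schwann-like cells. In myelinating Schwann-like cells it fell, with a ratio of 0.0660 (0.00150 to 0.476). The injury and other differences between the pools of mice or the libraries cannot be told apart with 1 library per condition, so a rise of Gfap in some SGCs after injury stays a hypothesis that replicate libraries would have to test.

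Of 8 genes at least 2-fold lower in SGC-like cells of both injured libraries past the thresholds of the rule of size, 4 were on the list of interferon-response genes, and the 5 lowest were Ifi27l2a, Bst2, Oasl2, Isg15 and Lgals3bp. Ifi27l2a had 514.6 CPM in the naïve library, 120.6 CPM at 7 days and 124 CPM at 14 days, and Isg15 had 185.8, 65.2 and 40.0 CPM. In all other cells the log2 ratio at 7 and 14 days was -1.38 and -1.80 for Isg15, -0.27 and -1.34 for Ifi27l2a, -0.58 and -1.02 for Bst2, -0.46 and -0.33 for Oasl2, and -0.05 and -0.44 for Lgals3bp. In SGC-like cells the ratios in the same order were -1.50 and -2.19, -2.08 and -2.04, -1.94 and -1.86, -1.64 and -1.77, and -1.66 and -1.33. The cluster led by interferon-response genes held 163 of 748 naïve SGC-like cells, 38 of 452 at 7 days and 30 of 595 at 14 days. The 13 listed interferon-response genes together reached 1609 CPM in naïve SGC-like cells. Naïve mural-like cells, chosen as the lowest of the large classes, were at 400.4 CPM. This difference between the 2 classes argues against free RNA as the whole source. Other naïve classes were above SGC-like cells, among them non-myelinating Schwann-like (1744 CPM), endothelial-like (2406 CPM) and macrophage-like cells (2925 CPM). Over all cells they reached 1018 CPM in the naïve library, 538.5 at 7 days and 456.1 at 14 days. An interferon response in the naïve pool of mice, a loss of it after injury and another difference between the libraries cannot be told apart with 1 library per condition. None of these 8 genes passed the thresholds again without this cluster.

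Vim was at 2410 CPM in naïve SGC-like cells, 2603 CPM at 7 days and 2914 CPM at 14 days. Tubb3, the gene of a neuronal marker, was at 25.2, 36.8 and 51.9 CPM in SGC-like cells and at 14.9, 30.6 and 35.8 CPM in vascular and immune-like cells of the same libraries. A cluster of low depth led by injury genes of neurons such as Sprr1a and Atf3 was left unnamed; it held 3 naïve cells, 113 cells at 7 days and 1 cell at 14 days, so it belongs almost wholly to 1 library. No explanation was tested for Vim, Tubb3 or this cluster.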
